# The Antidepressant Sertraline Affects Cell Signaling and Metabolism in *Trichophyton rubrum*

**DOI:** 10.3390/jof9020275

**Published:** 2023-02-20

**Authors:** Flaviane M. Galvão-Rocha, Carlos H. L. Rocha, Maíra P. Martins, Pablo R. Sanches, Tamires A. Bitencourt, Matthew S. Sachs, Nilce M. Martinez-Rossi, Antonio Rossi

**Keywords:** RNA-seq, drug repositioning, dermatophyte, membrane damage, oxidative stress, ergosterol, sertraline, *Trichophyton rubrum*

## Abstract

The dermatophyte *Trichophyton rubrum* is responsible for most human cutaneous infections. Its treatment is complex, mainly because there are only a few structural classes of fungal inhibitors. Therefore, new strategies addressing these problems are essential. The development of new drugs is time-consuming and expensive. The repositioning of drugs already used in medical practice has emerged as an alternative to discovering new drugs. The antidepressant sertraline (SRT) kills several important fungal pathogens. Accordingly, we investigated the inhibitory mechanism of SRT in *T. rubrum* to broaden the knowledge of its impact on eukaryotic microorganisms and to assess its potential for future use in dermatophytosis treatments. We performed next-generation sequencing (RNA-seq) to identify the genes responding to SRT at the transcript level. We identified that a major effect of SRT was to alter expression for genes involved in maintaining fungal cell wall and plasma membrane stability, including ergosterol biosynthetic genes. SRT also altered the expression of genes encoding enzymes related to fungal energy metabolism, cellular detoxification, and defense against oxidative stress. Our findings provide insights into a specific molecular network interaction that maintains metabolic stability and is perturbed by SRT, showing potential targets for its strategic use in dermatophytosis.

## 1. Introduction

Dermatophytoses are skin infections caused by fungi. These dermatophytes are associated with keratinized tissues, such as skin, hair, and nails. Although dermatophytes do not usually cause deep lesions, the disease can progress to severe acute illness in hosts with poor immune protection [1]. *Trichophyton rubrum* is responsible for most onychomycosis cases in humans worldwide [2].

The number of antifungal agents available for the treatment of dermatophyte infections is limited. The most used drugs converge to a similar mechanism of action in fungal cells, targeting ergosterol biosynthesis. Consequently, intense selective pressure is exerted on clinical isolates, leading to the emergence of strains that are resistant to available drugs [3,4].

The development of new antifungal drugs is limited by the similarities between fungal and host cells, which restrict the number of cellular targets [4]. Furthermore, the time-consuming efforts and elevated costs required to achieve effective drugs engender the need to exploit alternatives for the management of fungal infections [4,5]. One approach is to evaluate the potential use of non-antifungal drugs as antifungals [6].

Numerous drugs used to treat non-infectious conditions such as inflammation, cardiovascular diseases, or depression are known to exhibit antimicrobial activities. The selective serotonin reuptake inhibitor (SSRI) sertraline (SRT), commonly used as an antidepressant, was revealed to have antifungal activity [7,8,9,10]. Furthermore, this drug interacts synergistically in vitro with antifungals such as azoles, caspofungin, and amphotericin B, indicating its potential use as an adjuvant in treating fungal infections [11,12,13,14,15]. This synergistic association could decrease drug dosages and emerging drug resistance rates [6].

In the mammalian nervous system, SRT inhibits serotonin (5-hydroxytryptamine, 5-HT) reuptake, releasing serotonin into the synaptic cleft [16]. In addition, the drug enhances 5-HT synthesis by increasing the expression of tryptophan hydroxylase, the enzyme responsible for converting L-tryptophan to 5-HT [17]. SRT targets the serotonin transporter (5-HTT) responsible for 5-HT reuptake into presynaptic neurons in human cells. Interestingly, there is no conserved homolog of the 5-HT transporter in fungi, highlighting the occurrence of secondary targets for this drug [11]. However, the mechanisms underlying the antifungal activity of SRT remain unclear. It has been proposed that SRT intercalates into the phospholipid membranes of V-ATPase-acidified organelles [18]. Moreover, it is possible that the potent antifungal activity against *Cryptococcus neoformans* could also be driven by the inhibition of protein synthesis and/or other actions interfering with lipid metabolism [10,11].

Here, we evaluated the effects of sub-lethal doses of SRT against the dermatophyte *T. rubrum* through RNA-seq analysis. Our findings revealed changes in the comprehensive induction of the cellular antioxidant system, membrane transport-associated genes, and biosynthetic genes, resulting in changes in the cell membrane. 

## 2. Materials and Methods

### 2.1. Strain and Culture Conditions for RNA-Seq Analysis

*T. rubrum* strain CBS118892 from the Westerdijk Fungal Biodiversity Institute (formerly CBS-KNAW Collections), The Netherlands, was maintained on malt extract agar (2% glucose, 2% malt extract, 0.1% peptone (*w/v*), pH 5.7). Conidial suspensions were obtained by flooding 21-day-old plates with sterile 0.9% NaCl, recovering the liquid, mixing by vortexing, and filtering through glass wool. We estimated the conidial concentration by counting in a Neubauer chamber. Approximately 1 × 10^6^ conidia were inoculated into 100 mL Sabouraud dextrose broth (SDB; 2% (*w/v*) glucose, 1% (*w/v*) peptone) and incubated with agitation (120 rpm) at 28 °C for 96 h. Next, we aseptically transferred mycelia into new flasks containing 100 mL SDB media with 70 µg/mL of SRT hydrochloride (Cayman Chemical Co., Ann Arbor, MI, USA), corresponding to 70% of the minimal inhibitory concentration (MIC) [15], and in the absence of drugs (control). After 3 or 12 h of incubation at 28 °C with agitation, the resultant mycelia were collected, quick-frozen, and stored at −80 °C until RNA isolation.

### 2.2. RNA Isolation and cDNA Library Construction

Total RNA was isolated from ~100 mg mycelia using the Illustra RNAspin mini RNA isolation kit (GE Healthcare, Chicago, IL, USA). RNA concentrations were determined using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA quality was verified by agarose electrophoresis and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Equal amounts of RNA from three independent biological replicates at each time point (3 and 12 h) were used for cDNA synthesis using the TruSeq RNA library kit (Illumina, San Diego, CA, USA) and sequenced using Illumina technology (HiSeq 2000 sequencer) according to the manufacturer’s instructions. Paired-end reads were 150 bp in size.

### 2.3. Transcriptome Analysis

Raw read data obtained were filtered for quality control using the FastQC tool and trimmed using Trimmomatic [19] to remove adapters and Illumina-specific sequences. Trimmed paired-end reads from each sample were aligned to the reference genome using the STAR aligner [20]. We inspected the average coverage of transcripts and alignments using the Interactive Genomics Viewer (IGV) software [21]. We generated gene-level read counts by STAR using the quantModeGeneCounts option. Differential expression was analyzed using the DESeq2 Bioconductor package [22]. 

After the above, the Benjamini–Hochberg correction was applied (*p* < 0.05) [23], and a cutoff threshold of ±1.5 log2 fold change was set to reveal statistically significant expression differences (genes surpassing these thresholds are referred to as differentially expressed genes (DEG)) [24]. We functionally categorized them using Gene Ontology (GO) terms assigned by the Blast2GO algorithm. Highly represented categories were determined by enrichment analysis using the BayGO algorithm [25].

### 2.4. Data Analysis and Gene Selection

We predicted transporter-associated domain-containing proteins in the *T. rubrum* CBS 118892 genome sequence using the HMMER v3.1 b2 pipeline [26]. We built the hidden Markov model (HMM) utilizing a Pfam [27] multiple alignment-based search of 55 sequences corresponding to the ABC domain-containing proteins and another Pfam multiple alignment-based search of 192 sequences corresponding to the MFS (major facilitator superfamily) domain-containing proteins, both from different organisms (https://pfam.xfam.org/family/PF00005 and https://pfam.xfam.org/family/PF07690, respectively—accessed on 10 June 2022). The resulting models with epitopes of the consensus sequences of transporter-associated domain-containing proteins were used to search for homologs in *T. rubrum* protein sequences. In addition, we identified proteins using the keywords “transporter”, “transcription factor”, and “kinase” in Ensembl Fungi (https://fungi.ensembl.org). We compared the gene codes for specific proteins with the DEGs identified in RNA-seq.

### 2.5. cDNA Synthesis and RT-qPCR Analysis

We treated total RNA with DNase I (Sigma-Aldrich, Milwaukee, WI, USA) to remove residual genomic DNA and generate complementary DNA (cDNA) using a High-Capacity cDNA Synthesis Kit (Applied Biosystems, Foster City, CA, USA). We performed RT-qPCR with a StepOnePlus Real-Time PCR system (Applied Biosystems). Reactions were run in 12.5 μL with Power SYBR Green PCR Master Mix (Applied Biosystems), 70 ng template cDNA, and forward and reverse primers (Table S1). We used glyceraldehyde-3-phosphate dehydrogenase (*gapdh*) and DNA-dependent RNA polymerase II (*rpb2*) as internal controls [28]. Thermocycler conditions included an initial PCR step at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. Data were obtained from three independent replicates. The 2^−∆∆ct^ relative expression quantification method was used to calculate gene responsiveness [29]. For RNA-seq validation, we used 3 h and 12 h without SRT as the reference samples. Statistical analyses were performed using a *t*-test followed by Tukey’s post-hoc test using GraphPad Prism v. 5.1 software (GraphPad, La Jolla, CA, USA). A significance level of 95% was considered; therefore, the measures were statistically different at *p* < 0.05.

### 2.6. Quantitation of Ergosterol Content

The *T. rubrum* strain CBS118892 was cultivated on Sabouraud dextrose agar (SDA) for 17 days at 28 °C. The mycelia were transferred to 50 mL of SDB for 24 h at 28 °C with agitation (200 rpm). After this period, the mycelium was recovered, inoculated in 20 mL of SDA containing a sub-inhibitory concentration of SRT (6.25 µg/mL), ketoconazole (KTC, 4 µg/mL; Sigma-Aldrich), or amphotericin B (AMB, 1.25 µg/mL; Sigma-Aldrich), and incubated for 48 h at 28 °C, 200 rpm. Mycelia were also inoculated in SDA without drugs (control). The resulting mycelia were filtered, the dry weight was measured, and the ergosterol content was determined following the protocol described by Arthington-Skaggs et al. [30], with modifications [31]. Briefly, 3 mL of 25% alcoholic potassium hydroxide solution was added to the dried mycelia and mixed by vortexing for 5 min. We incubated the mycelium at 85 °C for 1 h. The tubes were cooled to room temperature and sterile distilled water (1 mL) and 3 mL of *n*-heptane were added, followed by vigorous vortex mixing for 5 min. The heptane layer was transferred to a clean polystyrene tube, and a 20 μL aliquot was diluted five-fold in 100% ethanol and scanned in a spectrophotometer between 230 and 300 nm. All assays were performed in triplicate. Both 24(28)-dehydroergosterol (a sterol pathway intermediate) and ergosterol absorb at 281.5 nm, but 24(28)-dehydroergosterol also absorbs at 230 nm, which was subtracted from the absorbance obtained at 281.5 nm [31]. We calculated the reduction in ergosterol content as the difference in the treatments compared to the growth control samples based on a standard curve of various concentrations of standard ergosterol (Sigma-Aldrich). The results are expressed as a percentage of ergosterol content compared with the growth control. One-way ANOVA was used to determine the amount of ergosterol in the control with the treatments, followed by Tukey’s post-hoc test. Statistical significance was set at *p* < 0.05, and Prism v. 5.1 software was used to generate graphs and perform statistical analyses.

## 3. Results 

### 3.1. Transcriptional Profiling of Trichophyton rubrum Challenged by SRT

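Mycelia of T. rubrum, a dermatophyte fungus, were incubated for 3 or 12 h with 70 µg/mL SRT (sertraline, a serotonin reuptake inhibitor) or without the drug. RNA from 3 independent replicates of each of these 4 groups was sequenced, which gave 12 libraries. The authors trimmed the reads, aligned them to the reference genome with STAR and deposited the number of reads counted on each gene in each library, without normalization. The paper's text does not name the genome build, the annotation release or the strand setting, so genes are named by the locus identifiers of the counts and no coordinates are printed. Gene descriptions are those of the paper. Counts on genes ranged from 38679215 to 41691938 (median 41351393) per library in control 3 h, from 33531381 to 35070745 (median 34250085) in SRT 3 h, from 32123437 to 38372938 (median 32871688) in control 12 h and from 26712948 to 32139638 (median 31182851) in SRT 12 h. Reads that were not counted on a gene are not part of these totals. The counts of each time point, 6 libraries, were tested here with edgeR's quasi-likelihood test, two-sided, after scaling by TMM and with Benjamini-Hochberg adjustment. Genes with few counts were removed first by edgeR's filterByExpr, which left 8259 genes at 3 h and 8207 at 12 h. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change of at least 1.5 in either direction, the thresholds of the paper, which used DESeq2. Expression levels are given as CPM, edgeR's counts scaled to a common library size, with TMM factors over all 12 libraries. The difference between the SRT effects at 12 and 3 h, and the change from 3 to 12 h within the control, were tested with the same method over all 12 libraries. Reads shared between near-identical genes could be split by the counting, which was not examined here. In a principal component analysis of log2 CPM, the first component held 68.2% of the variance and separated the SRT libraries from the controls, and the second held 18.7%.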

We used next-generation sequencing to comprehensively analyze the *T. rubrum* global transcriptome in response to sub-lethal doses of the antidepressant SRT at two different time points. Approximately 535.5 million high-quality reads of 150-bp paired-end sequences were obtained (Table S2). 

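At 3 h, 529 genes were called differentially expressed, and 1537 at 12 h. Of these, 161 were called at 3 h only and 1169 at 12 h only. DESeq2 called 169 genes at 3 h only and 1197 at 12 h only. The alternatives that moved these counts most concerned the fold change threshold. At a log2 fold change of at least 1, 323 genes were called at 3 h only and 1780 at 12 h only, and a test against a log2 fold change of 1.5 (edgeR's glmTreat) left 66 and 907. Tested directly, the SRT effects differed between the times past the thresholds in 43 of the 161 genes and in 373 of the 1169. Of all 8296 genes tested for this difference, 4418 had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Only 594 were also past 1.5 in size. A difference that did not pass the thresholds is therefore not shown to be absent.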

In response to SRT exposure, 169 and 1197 genes were modulated at 3 and 12 h, respectively, when compared to the expression levels of the control. Three hundred seventy-two genes were modulated at both time points, totaling 1738 genes that were responsive to SRT (Figure 1A). 

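Of the genes called here, 368 were called at both times and 1698 at either. All 368 changed in the same direction at 3 and 12 h, 298 upregulated and 70 downregulated. With DESeq2 the counts were 372 and 1738. Among the 368 genes, the SRT effect itself differed between the times past the thresholds in 66.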

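At 3 h, 445 genes were called upregulated and 84 downregulated in the SRT replicates, so that 84.1% of the calls were upregulated. The share changed little with the scaling, from 83.5% with RLE factors to 87.4% with library sizes alone.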

SRT differentially upregulates more genes than it represses after 3 h of treatment. This profile was inverted at 12 h exposure with a less expressive difference between up- and downregulated genes compared to the 3 h time point (Figure 1B). 

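At 12 h, 766 genes were called upregulated and 771 downregulated, so that 49.8% of the calls were upregulated. The larger side depended on the scaling and on other settings. Downregulated genes outnumbered upregulated ones with DESeq2 (801 and 768), with RLE factors (778 and 744) and with upper-quartile factors (822 and 717). With library sizes alone, 995 genes were upregulated and 592 downregulated, 62.7% upregulated, and the median log2 fold change of all genes lay 0.21 higher than with TMM. Upregulated genes also outnumbered downregulated ones with all 12 libraries in 1 fit (827 and 732), with the test against a log2 fold change of 1.5 (540 and 530), at a log2 fold change of at least 1 (1404 and 1395) and without SRT 12 h replicate III (726 and 713).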

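TERG_06548, which Table 1 describes by an oxidoreductase, had the highest log2 fold change at both times, 10.86 (standard error 0.30) at 3 h and 11.80 (standard error 0.25, adjusted p = 7.9e-10, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted) at 12 h. Its level rose from 0.257 ± 0.145 to 488 ± 78.9 CPM (SD, n = 3) at 3 h and from 0.544 ± 0.0338 to 2036 ± 437 CPM at 12 h. With each replicate left out in turn, the log2 fold change stayed between 10.49 and 11.29 at 3 h. Among the genes tested, TERG_01782, a hypothetical protein, was second at both times, with 8.35 and 9.03. The multidrug resistance protein gene TERG_04952 was at 6.89 and 7.70 and the ABC transporter gene TERG_08751 at 5.84 and 6.34. At 3 h the lowest log2 fold changes among the genes tested were those of TERG_02653, −6.10 (standard error 0.88), TERG_02652, −4.87, and TERG_04066, −4.43. TERG_02653 rested on low and variable levels, 3.47 ± 2.55 CPM in the control, and was −7.65 without SRT 3 h replicate II and −5.30 without control 3 h replicate III. Without the latter, TERG_02652 was −4.27. At 12 h the lowest were TERG_02959, −5.85, TERG_11536, −5.61, and TERG_04742, −5.25. TERG_11536 was −6.69 without SRT 12 h replicate II. TERG_11771 and TERG_12035 had too few counts for the test. At 12 h they had 25 and 16 counts in the 3 control replicates and 0 in the 3 SRT replicates. Against 3 counts over the group, the limit that a count of 0 allows, TERG_11771 was at least 8.07-fold lower and TERG_12035 at least 5.16-fold lower, which covers counting error only. The endoplasmic reticulum vesicle protein gene TERG_00785 was not tested at 3 h because of its low counts in all but 2 libraries. Without the filter on low counts it lay above TERG_01782 at that time, 8.48 against 8.35.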

We list the products of all genes modulated in response to SRT for each drug exposure time in Table S3 and present the most significantly up- and downregulated genes in Table 1.

The functional categorization of the modulated genes was performed using Blast2Go, which revealed the molecular mechanisms by which *T. rubrum* senses and responds to the challenge of SRT presence (Figure 2). Gene function analysis using GO enriched mainly molecular function terms after 3 h of treatment. Genes associated with catalytic and hydrolase activities and those related to transmembrane transport were upregulated. The oxidoreductase activity induces or represses many genes after 3 h of drug exposure (Figure 2A). The upregulated membrane-associated genes and downregulated genes associated with the oxidation–reduction process increased at 12 h compared to those after 3 h of treatment. The terms related to translation were all inhibited at the 12 h time point. The number of genes associated with hydrolase activity and transmembrane transport increased compared to those in the 3 h condition, remaining induced in response to 12 h of SRT exposure (Figure 2B).

To validate the RNA-seq results, we randomly selected 15 genes from the differentially expressed genes related to processes such as catalytic activity, transferase activity, and transmembrane transport (Figure 3). The RT-qPCR data and corresponding RNA-seq values obtained from biological replicates (Table 2) confirmed the reliability of the results (Pearson’s correlation, *r* > 0.92, *p* < 0.001).

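Of the 13 genes of Table 2, 11 were tested here at the time given. Across these genes, which are not independent replicates, the fitted log2 fold changes and the paper's RT-qPCR values had a Pearson's r of 0.934 (p = 0.00045, permutation test, two-sided, n = 11 genes). Spearman's rho was 0.809 (p = 0.0038, same test). In all, 16 such p-values were computed, 2 in each of 8 settings, and the Benjamini-Hochberg adjusted values were 0.0024 for r and 0.0068 for rho. Without TERG_06548 and TERG_03936, the 2 genes farthest from the median, r was 0.844, and without TERG_06548 alone it was 0.788. Over all 13 genes, with the log2 fold changes of DESeq2, r was 0.917 and rho 0.775. All 13 genes had the same sign in both assays, and the RT-qPCR value was the smaller in size in every gene. At 12 h RT-qPCR gave close to no change for TERG_03936 (−0.09, against −4.13 fitted here) and TERG_06540 (−0.07, against −3.42). The shared sign says little for these genes. From the correlation the paper concludes that the RNA-seq results were reliable.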

### 3.2. SRT Interferes with T. rubrum Signaling and Regulation

Few kinase- and transcription factor-coding genes were modulated in response to SRT. The *T. rubrum* kinome (protein kinase superfamily members) is predicted to comprise 170 coding genes [32]. In our results, 81 kinases were modulated (Figure S1), coding chiefly for serine/threonine–protein kinases and kinases belonging to the CMGC (cyclin-dependent kinases (CDKs)) group. Among the 15 serine/threonine–protein kinase genes modulated, only TERG_07509 was repressed after 12 h of treatment. 

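TERG_07509 fell from 30.6 ± 2.20 (SD, n = 3) to 7.52 ± 0.649 (SD, n = 3) CPM at 12 h, a log2 fold change of −2.08 (standard error 0.10, adjusted p = 3.7e-08, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). At 3 h the log2 fold change was −0.74 and not past the threshold, and the difference between the effects was −1.28 on the log2 scale, under the threshold of 1.5.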

Among the eight CMGC-type kinases modulated by SRT exposure, TERG_12259 (CMGC/CLK protein kinase), TERG_05893 (CMGC protein kinase), and TERG_07061 (CMGC/SRPK protein kinase) were repressed. 

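The 3 genes were called downregulated at 12 h and none of them at 3 h. TERG_05893 had a log2 fold change of −2.35 (standard error 0.32), with 1.58 ± 0.495 CPM in the control and 0.322 ± 0.0653 CPM with SRT (SD, n = 3), and its effect differed between the times (log2 −1.85, adjusted p = 0.0012, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). TERG_12259 was the least expressed, at 0.526 ± 0.201 and 0.138 ± 0.0441 CPM, and its log2 fold change of −1.96 had the widest standard error, 0.46. TERG_07061 lay near the threshold, at −1.59. It was no longer called with library sizes alone (−1.38), and was −1.44 without SRT 12 h replicate III. It and TERG_12259 lost the call in the test against a log2 fold change of 1.5. For neither of them did the difference between the effects at the 2 times pass the thresholds.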

The latter two belong to the SRPK family and are active in the regulation of splicing by phosphorylation [33]. SRPKs act synergistically with CLK protein kinases, a family of Cdc2-like kinases that can auto-phosphorylate tyrosine residues, but phosphorylate their substrates exclusively on serine/threonine residues. The associated activity of SRPKs and CLK proteins phosphorylates SR (serine/arginine-rich) proteins, which mediate the phosphorylation of SR proteins and direct pre-mRNA splicing [34].

The comparative evaluation between anthropophilic and zoophilic dermatophytes revealed that only kinases and transcription factor Interpro (IPR) domain families were enriched in anthropophilic dermatophytes, suggesting that the modulation of signaling pathways and transcriptional regulation are key factors in host specificity [32]. Here, the reduced number of transcription factors modulated in response to SRT challenge (Figure S2) suggests the restrained infective potential of *T. rubrum* under SRT exposure. 

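The 3 zinc finger genes TERG_02532, TERG_01042 and TERG_05497 had more transcripts with SRT than without it at both times, and no replicate of the SRT groups overlapped a control replicate. TERG_02532 rose from 109 ± 42.6 to 726 ± 61.5 CPM (SD, n = 3) at 3 h, a log2 fold change of 2.74, and from 42.7 ± 6.66 to 1342 ± 191 CPM at 12 h, a log2 fold change of 4.91 (standard error 0.17, adjusted p = 4.9e-09, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). TERG_01042 had log2 fold changes of 2.16 at 3 h and 2.92 at 12 h, and TERG_05497 of 2.01 and 2.78. The increase between the times was past the thresholds for TERG_02532 (log2 2.23), whose control fell by 1.35 on the log2 scale from 3 to 12 h, and was 0.83 on the log2 scale for TERG_01042 and 0.83 for TERG_05497.

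**Figure D1:**
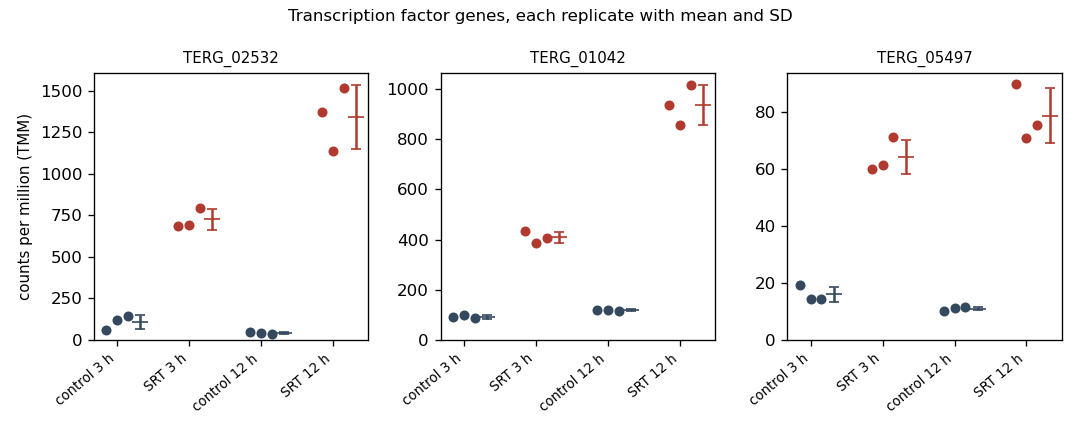
CPM of TERG_02532, TERG_01042 and TERG_05497 in each of the 3 replicates of control 3 h, SRT 3 h, control 12 h and SRT 12 h, with the mean and SD beside the points (linear axes from 0, a scale for each gene). The SRT replicates lie above the control replicates at both times in all 3 genes, with means of 937 CPM in SRT 12 h and 118 CPM in control 12 h for TERG_01042.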

Most modulated transcription factors code for zinc finger domain-containing proteins and are preferentially repressed, mainly after 12 h of SRT exposure (including TERG_02532, TERG_01042, and TERG_05497), for which transcript accumulation increased over time.

### 3.3. Cell Wall and Membrane Structure Are Affected by SRT

SRT modulates the expression of genes associated with the formation of glucans and chitins, which are important structural polysaccharides in the fungal cell wall. These genes include endoglucanases (TERG_08178, TERG_03353, TERG_06189, and TERG_04268), chitinases (TERG_05626 and TERG_05625), and chitin synthases (TERG_12318 and TERG_12319). 

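Of the endoglucanase genes, TERG_03353 changed most, from 9.34 ± 0.483 to 351 ± 47.7 CPM (SD, n = 3) at 12 h. The chitinase genes TERG_05626 and TERG_05625 had 479.6 ± 173 and 234 ± 123 CPM in control 12 h and 111 ± 39.0 and 53.4 ± 15.5 CPM in SRT 12 h. The chitin synthase genes TERG_12318 and TERG_12319 fell from 35.9 ± 2.96 and 33.1 ± 2.29 CPM to 6.65 ± 0.982 and 4.95 ± 0.651 CPM.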

While glucan-related genes were predominantly induced after 12 h of treatment, chitin-associated genes were repressed after 12 h of SRT challenge. 

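At 12 h all 4 endoglucanase genes were called upregulated, with log2 fold changes of 2.15 for TERG_08178, 5.17 for TERG_03353, 3.05 for TERG_06189 and 2.01 for TERG_04268. At 3 h TERG_08178 (1.63) and TERG_03353 (2.60) were called, TERG_06189 (1.47) and TERG_04268 (1.02) were not, and the effects differed between the times past the thresholds in TERG_03353 and TERG_06189. TERG_03353 fell by 1.59 on the log2 scale from 3 to 12 h in the control. TERG_06189 was called at 3 h with library sizes alone and was 1.57 without control 3 h replicate I. TERG_08178 lost the call at 3 h in the test against a log2 fold change of 1.5. The chitin synthases were at −2.49 (TERG_12318) and −2.80 (TERG_12319, adjusted p = 1.2e-08, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted) at 12 h. At 3 h TERG_12319 was just past the threshold at −1.51, and it was not called with upper-quartile factors, with library sizes alone or in the test against 1.5. It was −1.45 without control 3 h replicate I and −1.39 without SRT 3 h replicate I. The chitinases TERG_05626 (−2.17) and TERG_05625 (−2.19) were called downregulated at 12 h, but both lost the call in the test against 1.5. At 3 h both were higher with SRT, with log2 fold changes of 0.62 and 0.80, and the difference between the times was −2.73 and −2.93 on the log2 scale (adjusted p = 1.2e-04 and 2.8e-04, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). In the control they rose from 3 to 12 h by 1.31 and 1.99, and SRT 12 h lay −0.80 and −0.14 from control 3 h.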

The hydrophobin-coding gene (TERG_04234) was repressed after only 12 h of SRT exposure.

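TERG_04234 was abundant, at 12871 ± 2291 (SD, n = 3) CPM in control 12 h, and fell to 1272 ± 455 (SD, n = 3) CPM with SRT, a log2 fold change of −3.40 (standard error 0.30, adjusted p = 1.8e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). At 3 h it was −0.60 and not called, and the difference between the effects was −2.74 (adjusted p = 4.3e-05 from the same edgeR test). The control itself rose by 1.67 from 3 to 12 h, and SRT 12 h was lower than control 3 h by a log2 fold change of −1.67.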

Furthermore, SRT was found to downregulate the expression of genes encoding components of the ergosterol biosynthetic pathway in *T. rubrum.* After 12 h, the genes that code for diphosphomevalonate decarboxylase (*erg*19; TERG_07616), C-8 sterol isomerase (*erg*1; TERG_06755), c-14 sterol reductase (*erg*24; TERG_04382), C-4 methylsterol oxidase (*erg*25; TERG_08545), ergosterol biosynthesis protein *erg*28 (TERG_04740), and sterol 24-C-methyltransferase/Delta (24(24[1]))-sterol reductase (*erg*4; TERG_06528/TERG_03102) were downregulated. 

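Of these 7 genes, 6 were called downregulated at 12 h and none at 3 h. The log2 fold changes at 12 h were −2.25 for TERG_06755 (standard error 0.14, adjusted p = 1.5e-07, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), −2.13 for TERG_04740, −2.01 for TERG_08545, −1.82 for TERG_03102, −1.67 for TERG_07616 and −1.62 for TERG_06528. TERG_07616 and TERG_06528 were no longer called with library sizes alone or in the test against a log2 fold change of 1.5. TERG_04382 lay just short of the threshold at −1.49 (standard error 0.07), with 206 ± 5.67 CPM in the control and 76.4 ± 2.25 CPM with SRT (SD, n = 3). It was called with DESeq2 and with RLE or upper-quartile factors, and was −1.52 without control 12 h replicate I, −1.52 without control 12 h replicate II and −1.52 without SRT 12 h replicate II. At 3 h the 7 log2 fold changes lay between −1.31 (TERG_07616) and −0.68 (TERG_06528), all lower with SRT, and none of the differences between the times passed the thresholds.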

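TERG_05717 fell from 345 ± 33.8 (SD, n = 3) to 114 ± 4.00 (SD, n = 3) CPM at 3 h and from 481 ± 42.7 to 58.8 ± 7.95 CPM at 12 h. The log2 fold changes were −1.59 (standard error 0.09) and −3.09 (standard error 0.12, adjusted p = 8.5e-09, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Between the times the effects differed by −1.44, under the threshold. At 3 h the gene was not called in the test against a log2 fold change of 1.5.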

The squalene epoxidase-coding gene (*erg*1; TERG_05717) was repressed after 3 and 12 h. The ergosterol dosage confirmed the inhibition of the biosynthetic pathway activity (Figure 4).

SRT, a cationic amphiphilic drug (CAD), causes drug-induced phospholipidosis (DIP) during excessive phospholipid storage within the lysosomes [18]. We observed the modulation of sphingomyelinase D (TERG_01406), lysosomal phospholipase A2 (TERG_03747), B (TERG_05522), and D (TERG_05303), and upregulation of secretory phospholipase A2 (TERG_00127).

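TERG_03747 fell at 12 h, to 35.1 ± 8.39 (SD, n = 3) from 156 ± 9.31 (SD, n = 3) CPM (log2 fold change −2.21, adjusted p = 4.6e-07, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and was −1.01 at 3 h. TERG_05522 was called upregulated at 3 h (1.57) and lay at 1.49 at 12 h, just short of the threshold and past it with limma-voom, with library sizes alone and with all 12 libraries in 1 fit. It was 1.59 without control 12 h replicate I and 1.50 without SRT 12 h replicate I. TERG_05303 was called at both times, 1.52 and 1.89. At 3 h it was 1.47 without control 3 h replicate II, 1.48 without control 3 h replicate III and 1.49 without SRT 3 h replicate I, under the threshold. No difference between the effects passed the thresholds for TERG_03747 (−1.14), TERG_05522 (−0.01) or TERG_05303 (0.43). TERG_00127 was called at both times, with log2 fold changes of 1.87 and 2.82, and its difference between the effects was 1.01, under the threshold. At 3 h TERG_05522, TERG_05303 and TERG_00127 lost the call in the test against a log2 fold change of 1.5. TERG_01406, sphingomyelinase D, had too few counts for the tests of the single times, at 0.338 ± 0.0210 CPM in control 12 h and 0.0200 ± 0.0173 CPM in SRT 12 h. Without the filter on low counts its log2 fold change at 12 h was −3.83 (adjusted p = 5.3e-05, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). In the fit of all 12 libraries, its difference between the effects was −3.69 and passed the thresholds (adjusted p = 0.0012 from the same edgeR test).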

Exposure to SRT led to the accumulation of transcripts of genes related to membrane transport. The number of modulated genes increased over time. Most downregulated genes at both time points are MFS transporters (3 of the 4 downregulated genes after 3 h, and 25 genes among the 38 downregulated genes after 12 h of SRT challenge). Among the upregulated genes, 23 remained upregulated after 3 and 12 h of drug challenge (Figure S3).

### 3.4. SRT Affects the Transcription of Oxidative Stress Genes in T. rubrum

Through upregulating the glutathione S-transferase (GST) genes (TERG 03390, TERG 04960, TERG 01405, TERG 07326, TERG 02041, TERG 00579, TERG 08208, and TERG 05135), *T. rubrum* could have an altered oxidative stress response when exposed to SRT. These genes participate in the sequestration of endogenous or xenobiotic compounds [35]. 

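Of these 8 genes, 7 were called upregulated at 3 h and 5 at 12 h. TERG_02041 changed most at 3 h, from 14.5 ± 2.53 (SD, n = 3) to 284 ± 97.7 (SD, n = 3) CPM (log2 fold change 4.29, standard error 0.28, adjusted p = 9.6e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and fell back to 1.16 at 12 h, not called. The effect differed between the times in TERG_02041 (log2 −3.07) and in TERG_04960 (−1.56), which went from 3.38 to 1.76. TERG_03390 (2.30 and 2.11), TERG_01405 (3.21 and 2.45) and TERG_07326 (2.55 and 3.31) were called at both times. TERG_00579 (2.24) and TERG_08208 (1.54) were called at 3 h only. TERG_08208 was not called at 3 h with limma-voom, and was 1.46 without control 3 h replicate III and 1.26 without SRT 3 h replicate III. TERG_05135, expressed at 0.440 ± 0.0902 CPM in control 12 h, was called at 12 h (2.30) and not at 3 h (1.41), where it was 1.65 without SRT 3 h replicate I. In the other 6 genes the difference between the effects did not pass the thresholds. Its adjusted p was still under 0.05 in TERG_00579 (−1.27), TERG_07326 (0.83) and TERG_08208 (−0.64), from the same edgeR test. It was not in TERG_03390, TERG_01405 or TERG_05135. In the test against a log2 fold change of 1.5, TERG_03390 and TERG_08208 lost the call at 3 h and TERG_04960 at 12 h.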

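At 12 h, TERG_06540 was at 3.10 ± 0.933 (SD, n = 3) CPM with SRT and 32.1 ± 11.3 (SD, n = 3) CPM in the control (log2 fold change −3.42, adjusted p = 2.5e-05, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), while at 3 h the groups were not distinguishable (log2 fold change 0.07, standard error 0.48), and the difference between the effects was −3.43. The paper's RT-qPCR value for TERG_06540 at 12 h was only −0.07. TERG_06578 was at −1.69 at 12 h and was not called with library sizes alone. The catalase A gene TERG_01252 was called at both times, −1.76 and −3.31. The Fe-superoxide dismutase gene TERG_04819 was called at 12 h (−1.61), but not with library sizes alone, and was −1.42 without SRT 12 h replicate III. TERG_06578 and TERG_04819 at 12 h, and TERG_01252 at 3 h, lost the call in the test against a log2 fold change of 1.5. For these 3 genes the difference between the effects did not pass the thresholds.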

In the presence of SRT, two other GST genes (TERG_06540 and TERG_06578), as well as genes encoding catalase A (TERG_01252) and Fe-superoxide dismutase (TERG_04819), were downregulated. Additionally, SRT upregulated the gene encoding thioredoxin reductase (TERG_08849) and downregulated the thioredoxin gene (TERG_05849). 

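TERG_05849 fell from 206 ± 62.3 (SD, n = 3) to 34.1 ± 3.57 (SD, n = 3) CPM at 12 h, a log2 fold change of −2.66 (standard error 0.21, adjusted p = 3.2e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). At 3 h the groups were not distinguishable (log2 fold change −0.05, standard error 0.31), and the effects differed between the times by −2.54 (adjusted p = 5.2e-04 from the same edgeR test). The control rose by 1.26 from 3 to 12 h, and SRT 12 h was −1.33 from control 3 h. TERG_08849 was not analysed here.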

Thioredoxins (TRX) are small ubiquitous redox proteins that play key roles in redox signaling and oxidative stress responses. The genes responsible for the conversion of melatonin into two metabolites, 6-hydroxymelatonin and N-acetyl-N-formyl-5-methoxykynuramine, were also upregulated by SRT (Figure 5). 

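Of the genes drawn in Figure 5, TERG_06116 rose from 533 ± 76.9 (SD, n = 3) to 3473 ± 447 (SD, n = 3) CPM at 3 h (log2 fold change 2.71, adjusted p = 4.1e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). At 12 h its log2 fold change was 1.04, not called, and the difference from the effect at 3 h was −1.61 on the log2 scale (adjusted p = 1.9e-05 from the same edgeR test). TERG_03078 was called at both times, 1.63 and 1.78. At 3 h it was 1.50 without control 3 h replicate II and 1.26 without SRT 3 h replicate III, and it was not called in the test against a log2 fold change of 1.5.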

Finally, the most induced gene at both time points (TERG_06548) was an oxidoreductase ortholog identified in *Microsporum canis.*

### 3.5. Effect of SRT on T. rubrum Metabolism

SRT apparently interferes with the primary metabolism of *T. rubrum*. 

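The 5 genes placed on the glycolytic steps of Figure 6, TERG_00342, TERG_07235, TERG_06744, TERG_04402 and TERG_01612, were called downregulated at 12 h, with log2 fold changes of −2.01, −2.20, −1.66, −1.70 and −1.70 (adjusted p = 1.3e-06 for TERG_07235, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). TERG_06744, TERG_04402 and TERG_01612 were not called with library sizes alone or in the test against a log2 fold change of 1.5. At 3 h only TERG_00342 was called (−1.54), and not with library sizes alone or in the test against 1.5. It was −1.47 without control 3 h replicate III and −1.49 without SRT 3 h replicate I. Of the 5 genes, TERG_07235 alone had a difference between the effects past the thresholds (−1.96). TERG_04402 was the most abundant of the 5, at 7226 ± 1417 CPM in control 12 h and 2312 ± 394 CPM in SRT 12 h (SD, n = 3). From 3 to 12 h its control rose by 1.06 on the log2 scale, that of TERG_01612 by 0.80 and that of TERG_00342 by 0.53. Against control 3 h, the log2 fold changes of SRT 12 h were −1.42, −2.27, −1.19, −0.59 and −0.84 for the 5 genes in the order above. Of 6 further genes of carbon metabolism drawn in Figure 6, none was called at 3 h and all were called downregulated at 12 h, from −1.65 for TERG_05002 to −3.76 for TERG_11505. TERG_05002 was not called with library sizes alone or in the test against 1.5. In 2 of the 6, the effects differed between the times past the thresholds.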

While genes involved in glycolysis are repressed, the genes involved in the glyoxylate cycle, ethanol and glycerol biosynthesis, and glycogen debranching are induced. The drug makes *T. rubrum* deviate from standard carbon metabolism to alternative pathways based on gene expression patterns (Figure 6). This repressive effect on glycolysis pathway genes counteracts the initial step performed by hexokinase (TERG_03229), which is induced. 

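TERG_03229 was called upregulated at both times. Its level went from 35.0 ± 6.91 to 134 ± 13.3 CPM at 3 h and from 37.5 ± 1.20 to 124 ± 18.4 CPM at 12 h (SD, n = 3), log2 fold changes of 1.93 (standard error 0.15) and 1.66 (standard error 0.10). The difference between them was −0.21. Neither was called in the test against a log2 fold change of 1.5.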

Metabolic reprogramming induced the expression of glyoxylate cycle-associated genes (TERG_11639, TERG_01281, TERG_08288, and TERG_08287) and glycerol biosynthesis genes (TERG_07273, TERG_12172, and TERG_12173). Additionally, SRT modulated ethanol- and glycerol-catabolism-related genes and induced a debranching enzyme (TERG_06681). This enzyme facilitates the breakdown of glycogen, which serves as a store of glucose.

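The glyoxylate cycle genes were called at different times. TERG_01281 (2.25) and TERG_11639 (1.53) were called upregulated at 3 h and not at 12 h (0.90 and 0.92), and neither difference between the times passed the thresholds. TERG_11639 was 1.41 without control 3 h replicate I, 1.46 without control 3 h replicate II and 1.28 without SRT 3 h replicate III at 3 h, under the threshold. TERG_08288 (1.55) and TERG_08287 (1.59) were called upregulated at 12 h. Both calls depended on single replicates, since TERG_08288 was 1.49 without control 12 h replicate II, 1.50 without control 12 h replicate III and 1.42 without SRT 12 h replicate III, and TERG_08287 was 1.50 without control 12 h replicate II and 1.49 without SRT 12 h replicate III. At 3 h these 2 genes were lower with SRT, with log2 fold changes of −0.76 (adjusted p = 5.1e-04) and −0.60 (adjusted p = 0.0018), and the difference between the times was 2.38 and 2.25 (adjusted p = 1.4e-06 for each, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Of the glycerol genes, TERG_12172 was called at both times (2.35 and 1.54), at 12 h not with upper-quartile factors, and was 1.44 without control 12 h replicate II and 1.44 without SRT 12 h replicate I. TERG_12173 was called at 3 h (2.38) and at 12 h lay at 1.46, called with library sizes alone and with all 12 libraries in 1 fit, and was 1.52 without control 12 h replicate I and 1.50 without SRT 12 h replicate III. For none of the 3 did the difference between the effects pass the thresholds. TERG_07273 was called at 12 h only (2.30). In the test against a log2 fold change of 1.5, TERG_11639 at 3 h and TERG_08288, TERG_08287 and TERG_12172 at 12 h lost the call.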

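TERG_06681 had 79.2 ± 8.95 (SD, n = 3) CPM in control 12 h and 263 ± 7.63 (SD, n = 3) CPM in SRT 12 h, a log2 fold change of 1.67 (standard error 0.09, adjusted p = 6.1e-08, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). It was 0.99 at 3 h, and at 12 h it was not called in the test against a log2 fold change of 1.5. The ethanol biosynthesis gene TERG_01733 was called upregulated at 3 h (1.62), although not in the test against 1.5, and was 1.49 without control 3 h replicate I. It lay at 0.69 at 12 h. For neither gene did the difference between the effects pass the thresholds. From the expression patterns drawn in Figure 6, the paper states that SRT turns T. rubrum from its standard carbon metabolism to other pathways.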

## 4. Discussion

In addition to its use as an antidepressant, SRT has also been explored for other therapeutic applications. In vitro and in vivo studies have demonstrated its potential application in treating osteomyelitis infection [38] and cancer [39]. Furthermore, SRT presents antiparasitic [40], antibacterial [41], and antifungal activities against various pathogenic fungi, including *C. neoformans* [10,11], *Aspergillus fumigatus* [7], *Trichosporon asahii* [12], *Sporothrix schenckii* [9], and *T. rubrum* [15]. Through a drug repurposing approach, novel therapeutic options can rapidly enter clinical practice, as their safety and pharmacokinetics have been validated previously in patients. SRT is also effective alone or as an adjuvant therapeutic agent against fungal biofilm formation in vitro [15]. The synergistic effects of SRT combined with antifungals such as amphotericin B, caspofungin, or fluconazole have been documented in vitro [11,12,13,15]. Despite the potential therapeutic use of SRT in association with these drugs to control fungal infections, some are preferentially used intravenously.

### 4.1. SRT Affects Cell Signaling and Transcription in T. rubrum

Enrichment of the serine/threonine protein kinase domain (IPR002290), the catalytic domain of the protein kinase tyrosine, and the Zn(2)- C(6) fungal-like DNA-binding domain (IPR001138) has been reported in fungal anthropophilic organisms [32]. The transcriptional profile of *T. rubrum* after being challenged with SRT provided evidence that both kinases and transcriptional regulation-associated genes, when modulated, were preferentially induced, mainly at 12 h.

Phosphorylation by protein kinases is a critical mechanism that tunes cell activities, such as proliferation, metabolism, apoptosis, and gene expression. Cells possess thousands of kinases that phosphorylate specific sites in response to precise and controlled interactions [42]. The observed induced kinase modulation resulting from SRT exposure suggests the activation of specific signaling pathways. Our results indicate the activation of splicing events through the reversible phosphorylation of SR proteins. These phosphorylation events are dependent on both the SRPK and CLK families. The SRPK family of kinases phosphorylates SR proteins, promoting the nuclear import of SR proteins. Once in the nucleus, SR proteins may be further phosphorylated by the CLK family of kinases, which comprises a sequence of events essential for pre-mRNA splicing [33].

Conversely, the restricted number of protein kinase-coding genes modulated, considering the predicted whole kinome, implies the putative deactivation of other pathways. This deactivation strategy may represent a demand for energy conservation supported by, for example, the downregulation of ribosome biogenesis (Figure 2). Ribosome biogenesis is energetically expensive for cells. Consequently, unfavorable environmental conditions inhibit such processes [43].

Transcription factors are also associated with host specificity in dermatophytes [32]. We observed that a small number of transcriptional regulators were modulated, most of which had a zinc finger structural motif. Cells use transcription factors to dictate gene expression rates and regulate transcriptional networks [44]. Considering the relevance of transcription factor regulation and its key role in anthropophilic dermatophyte pathogenesis, we assume that drug challenge directly regulates transcription, possibly limiting energy expenditure under unfavorable conditions.

### 4.2. SRT Disturbs T. rubrum Cell Wall and Membrane

The fungal cell wall is a rigid layer with high plasticity that is essential for maintaining intracellular osmotic pressure [45]. β-1,3-glucan, chitin, and glycoproteins are primarily responsible for interactions between the cell and the environment. This wall is associated with a cell membrane that is predominantly composed of glycerophospholipids, sterols, and sphingolipids. Several molecules that form cell walls and membranes are exclusive to fungi and constitute suitable targets for antifungal development [45,46,47]. SRT exposure affects the expression of hydrolytic enzyme-coding genes in *T. rubrum*, which may contribute to changes in the cell wall structure.

Additionally, the repression of a beta-1,6 glucan synthetase that acts as a glycosidic linker suggests an imposed instability in cell wall assembly [48]. The overall repressive effects of SRT on the transcript levels for chitin synthases and chitinases may function as a compensatory mechanism to maintain cell wall integrity. This modulatory profile is similar to the effects of echinocandin antifungal agents on fungal cells. Echinocandins target the β-1,3-glucan synthase gene, deplete the glucan content of the cell wall, and increase chitin content.

Genes associated with ergosterol biosynthesis were downregulated after 12 h exposure to SRT, revealing that SRT affects plasma membrane properties. Moreover, SRT reduced ergosterol levels compared with amphotericin B and ketoconazole, which were used as positive controls (Figure 4). Amphotericin B complexes with ergosterol [49], whereas ketoconazole is a potent inhibitor of ergosterol biosynthesis [3]. Ergosterol modulates fluidity and permeability, interfering with water penetration [50]. The resultant alteration in the plasma membrane, together with the differential modulation of cell-wall-associated genes, suggests the occurrence of osmotic stress with alterations in the ergosterol composition of lipid bilayers, providing insights into the antifungal activity of SRT against *T. rubrum*.

Phospholipase A_2_ and sphingomyelinase D activities are downregulated after 12 h treatment with SRT. Lysosomal phospholipase A_2_ inhibition robustly correlates with drugs causing phospholipidosis [51], whereas the enzyme acid sphingomyelinase has been investigated as a potential target for antidepressant action [52]. Conversely, phospholipase B is upregulated at the initial SRT exposure, and phospholipase D is upregulated over time. Phospholipase B has hydrolase activity that cleaves fatty acids from phospholipids and lysophospholipids [53]. Phospholipase D comprises enzymes responsible for generating phosphatidic acid (PA), a putative secondary messenger implicated in the regulation of vesicular trafficking [54]. 

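The V-SNARE genes TERG_06294 and TERG_07174 were called upregulated at 12 h, with log2 fold changes of 1.59 (standard error 0.09) and 1.54 (standard error 0.12), and were 0.34 and 0.43 at 3 h. The differences between the effects, 1.31 and 1.17, were under the threshold. TERG_07174 was not called with upper-quartile factors, and was 1.48 without control 12 h replicate III and 1.37 without SRT 12 h replicate III, and neither gene was called in the test against a log2 fold change of 1.5. The counts of TERG_00785 were 1, 2 and 1 in replicates I, II and III of control 3 h and 762, 649 and 0 in SRT 3 h. At 12 h they were 767, 683 and 697 in the control and 0, 610 and 454 with SRT. The gene was removed by the filter at 3 h. Without the filter its log2 fold change was 8.48 at 3 h (adjusted p = 0.0091, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and the authors' deposited table gives 8.60. At 12 h it was −1.01 (standard error 1.22, adjusted p = 0.48, same edgeR test). It was not called at 12 h under any alternative, but limma-voom put it at −3.89, and it was −0.42 without SRT 12 h replicate I and −1.53 without SRT 12 h replicate II.

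**Figure D2:**
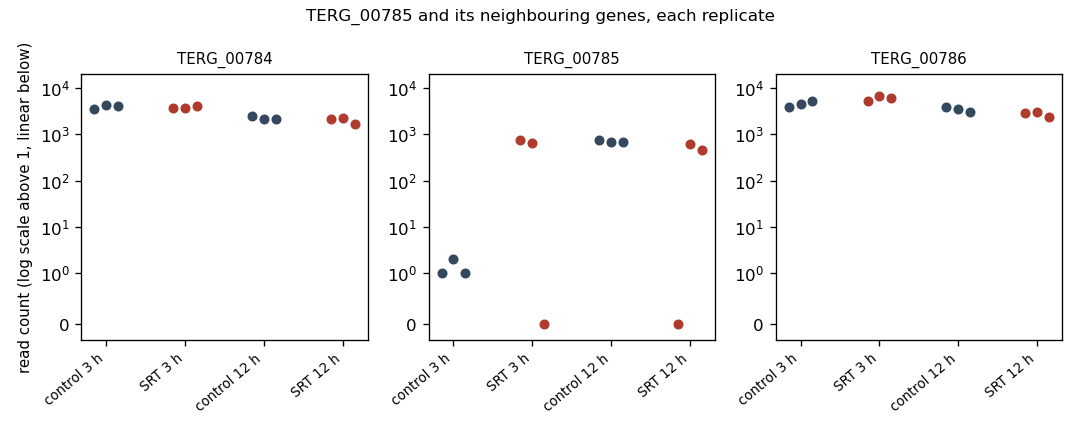
Read counts of TERG_00785 and of its neighbours TERG_00784 and TERG_00786 in each replicate of the 4 groups, on an axis that is logarithmic above 1 and linear below. TERG_00785 has a count of 0 in SRT 3 h replicate III and SRT 12 h replicate I and at least 683 in every control 12 h replicate, and the neighbours have at least 1702 in every library.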

We observed that SRT also modulated genes involved in vesicular trafficking, including the induction of V-SNARE-coding genes (TERG_06294, TERG_07174) and the endoplasmic reticulum vesicle protein (TERG_00785) 25,388-fold induced after 3 h (log2 = 8.6). The secretory system of *T. rubrum* is essential for pathogenesis. Several keratinolytic enzymes are involved in the breakdown of keratin molecules, which may be assisted by ammonia and urea secretion [55]. The extra-vesicular content of *T. rubrum* is still not well understood. However, the vesicles of the dermatophyte *Trichophyton interdigitale* modulate the host immune response [56].

Besides affecting the cell wall structure and composition, global transcriptional analysis in response to SRT demonstrated the induction of drug resistance genes, mainly of the MFS genes, as a cellular stress response. The MFS is one of the largest groups of secondary active transporters and plays multiple roles in transporting a broad range of substrates, including sugars, amino acids, and drugs. The overall upregulated profile suggests a detoxification activity that increases with time since this family of proteins includes those encoding drug resistance transporters. However, at the 12 h time point, the downregulation of specific genes could represent an attempt to retain molecules such as phosphate (TERG_05891; MFS phosphate transporter) or monosaccharides (TERG_12194, TERG_04308; MFS sugar transporter), aiming to overcome the toxic drug effects.

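At 12 h the phosphate transporter gene TERG_05891 was at 70.9 ± 4.41 (SD, n = 3) CPM with SRT and 211 ± 5.54 (SD, n = 3) CPM in the control, a log2 fold change of −1.64, and it was not called with library sizes alone or in the test against a log2 fold change of 1.5. The sugar transporter genes TERG_12194 and TERG_04308 had log2 fold changes of −2.52 and −2.58 (adjusted p = 1.1e-06 and 4.8e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). At 3 h TERG_12194 was already called (−2.00), while TERG_04308 did not differ between the groups (−0.09, standard error 0.17), and of these 3 genes only TERG_04308 had a difference between the times past the thresholds (−2.43).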

### 4.3. SRT Overbalances Oxidative Stress Response

After 3 h of exposure to SRT, *T. rubrum* induced the expression of glutathione S-transferase genes to overcome its toxic effects. GSTs are small cytosolic proteins that contain a redox-active sulfhydryl group and are involved in cellular detoxification. Xenobiotics and endogenous products of oxidative stress are conjugated to glutathione (GSH) and secreted through vacuoles [57]. Endogenous toxic metabolites are removed through GSH-dependent detoxification processes. Thus, it confers protection against formaldehyde produced by methanol metabolism or against methylglyoxal, a byproduct of glycolysis [58,59]. Drug interactions with GSTs also facilitate their detoxification through GSH conjugation [60].

However, after 12 h of drug exposure, the downregulation of two glutathione transferase genes may reduce the efficiency of xenobiotic extrusion. Simultaneously, SRT downregulates Fe superoxide dismutase and catalase A genes, which neutralize reactive oxygen species (ROS). 

The genes encoding thioredoxin and thioredoxin reductase were oppositely modulated after 12 h of SRT exposure. The thioredoxin/thioredoxin reductase system (Trx/TrxR) confers redox homeostasis to fungal cells [61]. Because SRT downregulates TrxR, the control of the cellular redox balance remains compromised. In *A. fumigatus* and *C. neoformans*, the TrxR-encoding gene is essential for growth under in vitro conditions and shows weak homology to its human ortholog, making it a potential antifungal target [60,62].

*Saccharomyces cerevisiae* subjected to oxidative stress induced by H_2_O_2_ shows increased *TRX* transcription; melatonin, an antioxidant agent, partially mitigates oxidative stress by enhancing *TRX* mRNA accumulation in cells exposed to H_2_O_2_ [63]. Here, the upregulation of the genes encoding the enzymes responsible for the conversion of melatonin into its metabolites indicates a decrease in melatonin availability (Figure 5), followed by the upregulation of the *Trx* gene and the downregulation of *TrxR*. These data support the speculated dependency between *Trx* and melatonin availability, suggesting the counterbalanced expression of the thioredoxin/thioredoxin reductase system under experimental conditions.

In humans, SSRI drugs increase serotonin levels in synaptic spaces. Based on our data, SRT increased in *T. rubrum* transcripts of the gene encoding an aromatic-L-amino acid decarboxylase (EC 4.1.1.28) slightly below the log2 fold threshold (1.36 fold) (Figure 5). This enzyme catalyzes the conversion of 5-hydroxytryptophan to serotonin [36,37]. 

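The decarboxylase gene of Figure 5, TERG_05417, had a log2 fold change of 1.37 at 3 h (standard error 0.12, adjusted p = 3.8e-05, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), from 55.3 ± 4.42 to 143 ± 21.6 CPM (SD, n = 3), and of 0.61 at 12 h, a difference of −0.70 on the log2 scale. With each replicate left out in turn it stayed under 1.5 at both times.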

In *Aspergillus* spp., serotonin can directly kill fungi in vitro [64].

### 4.4. SRT Imposes Dynamic Metabolic Modulation

The overall profile showed flexibility in metabolic modulation in response to the toxic effect of SRT, activating alternative carbon metabolism. In general, microorganisms deplete preferred nutrients such as glucose by activating a regulatory cascade that represses the consumption of alternative carbon sources such as maltose, galactose, or ethanol [65]. The induction of a glycogen debranching enzyme and sugar transporters indicates the cellular effort to release glucose through glycogen degradation in response to energy deficiency. In our results based on analyses of transcript levels, although glucose is available (at least through glycogen metabolism) and the enzyme hexokinase is induced, activating the initial step of glycolysis that is responsible for the phosphorylation of glucose by ATP to glucose-6-P, the glycolytic fluxes are not directed downward toward the synthesis of two 2-phosphoenolpyruvate molecules. Carbon catabolite repression (CCR) is a mechanism that handles the utilization of an energy-efficient and readily available carbon source preferentially over a relatively less easily degradable carbon source. This mechanism helps microorganisms to obtain the maximum amount of glucose to provide carbon for biosynthetic processes [66]. We hypothesize that *T. rubrum* triggers a different strategy in response to SRT challenge, overcoming CCR and redirecting gene expression patterns, activating genes responsible for the catabolism of less favored carbon sources. A glucose reservoir may, somehow, counteract the harmful effects caused by SRT exposure. 

SRT treatment resulted in the repression of genes encoding glycolytic enzymes and an increase in the transcript levels of genes involved in alternative carbon utilization pathways, including the glyoxylate cycle. The induction of isocitrate lyase (TERG_11639) and malate synthase, glyoxysomal (TERG_01281) at the 3 h time point, and ATP-citrate synthases (TERG_08288/7) after 12 h drug exposure show the anabolic activity of the glyoxylate cycle counterbalancing glycolysis downregulation. The induction of the same isocitrate lyase (TERG_11639) at 48 and 96 h of *T. rubrum* incubation in keratin as the sole carbon source [55], coupled with the repression of genes related to glycolysis, suggests the promotion of a virulence response under both conditions. Glyoxylate cycle activation is directly associated with fungal pathogenicity [67,68]. Specifically, isocitrate lyase is a key enzyme in the glyoxylate cycle [69]. Our results suggest that the metabolic flexibility observed in *T. rubrum* in vitro presumably contributes to its fitness and pathogenicity in vivo.

Based on transcriptional profiling, we hypothesize that SRT induced ethanol metabolism via alcohol dehydrogenase activity, and glycerol metabolism via glycerol kinase modulation. 

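TERG_00758 went from 195 ± 20.7 (SD, n = 3) to 545 ± 12.6 (SD, n = 3) CPM at 3 h, a log2 fold change of 1.49 (standard error 0.09, adjusted p = 8.2e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). It was called with upper-quartile factors and with library sizes alone, and was 1.57 without control 3 h replicate II. At 12 h it was 0.25 (adjusted p = 0.073 from the same edgeR test), and the difference between the effects was −1.18, under the threshold.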

Transcript accumulation of pyruvate decarboxylase (TERG_00758) slightly below the log2 fold threshold (corresponding to 1.47 fold) suggests the enzymatic catalysis of pyruvic acid to acetaldehyde and the subsequent ethanol production. Pyruvate decarboxylase catalyzes the decarboxylation of pyruvate to acetaldehyde with the release of carbon dioxide and is a key enzyme in ethanol fermentation [70]; thus, it directs the metabolic activity of *T. rubrum* to different alternative carbon pathways in response to SRT exposure.

## 5. Concluding Remarks, Challenges, and Perspectives

The limited number of antifungals available in the market and the increase in antifungal resistance highlight the urgent need for new antifungals with new targets. This approach requires detailed knowledge of the basic biology of the organism and intracellular processes essential for its growth and survival in the human host. Here, we assessed the transcriptional profile of the dermatophyte *T. rubrum*, focusing on the mechanisms activated to counteract the antifungal activity of SRT. The repositioning of SRT as an antifungal drug seems to be reliable from a molecular perspective. This drug targets important molecular events and metabolic pathways. With our results, it was possible to perceive the depth of the complexity of the regulatory systems that operate to restore damage but that can be useful to direct innovative strategies focusing on the weaknesses of dermatophytes, taking advantage of well-tolerated drugs for human use. SRT challenge analysis provided clues to understand the response and adaptive mechanisms of *T. rubrum* to drug exposure. Although its clinical use as an antifungal agent is promising, further studies are needed to validate our findings.

## Figures and Tables

**Figure 1:**
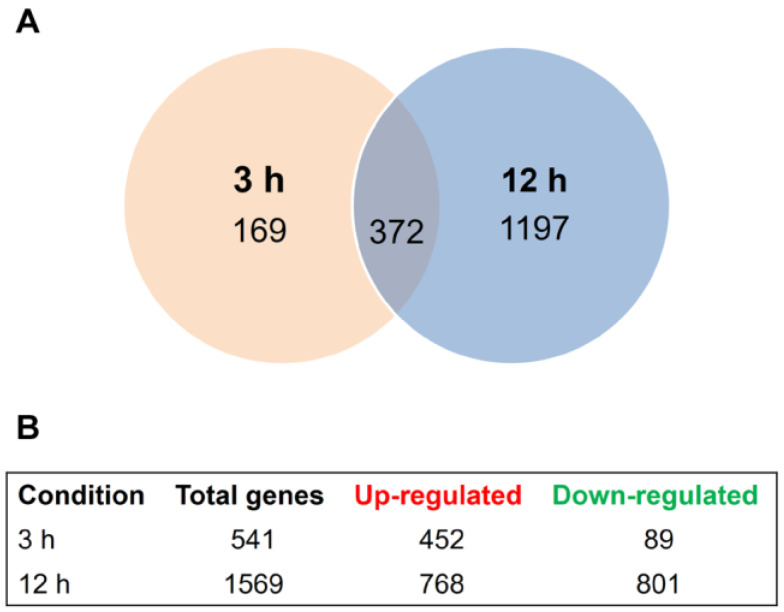
SRT-induced differential gene expression. (**A**) Venn diagram presenting the time-dependent differential expression of 1738 genes after exposure to sub-lethal dose of SRT for 3 h and 12 h compared to the control samples without SRT. (**B**) Total up- and downregulated genes in each experimental condition.

**Figure 2:**
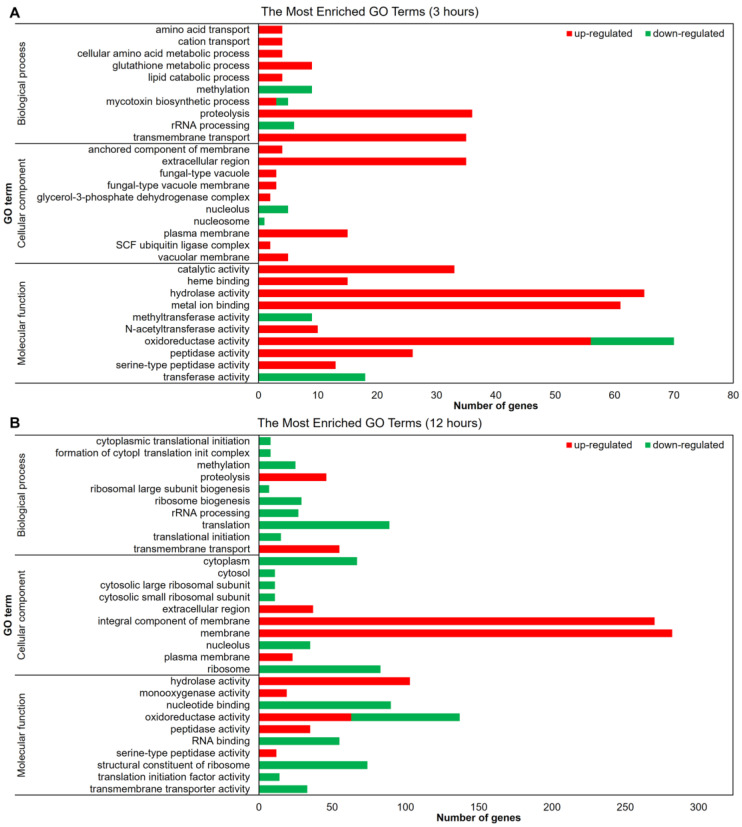
Gene ontology-based functional categorization of the most representative differentially expressed genes. The red and green bars indicate the number of up- and downregulated genes modulated by *T. rubrum* in response to SRT (*p* < 0.05). Results show genes after (**A**) 3 h and (**B**) 12 h drug exposure compared to the control without SRT.

**Figure 3:**
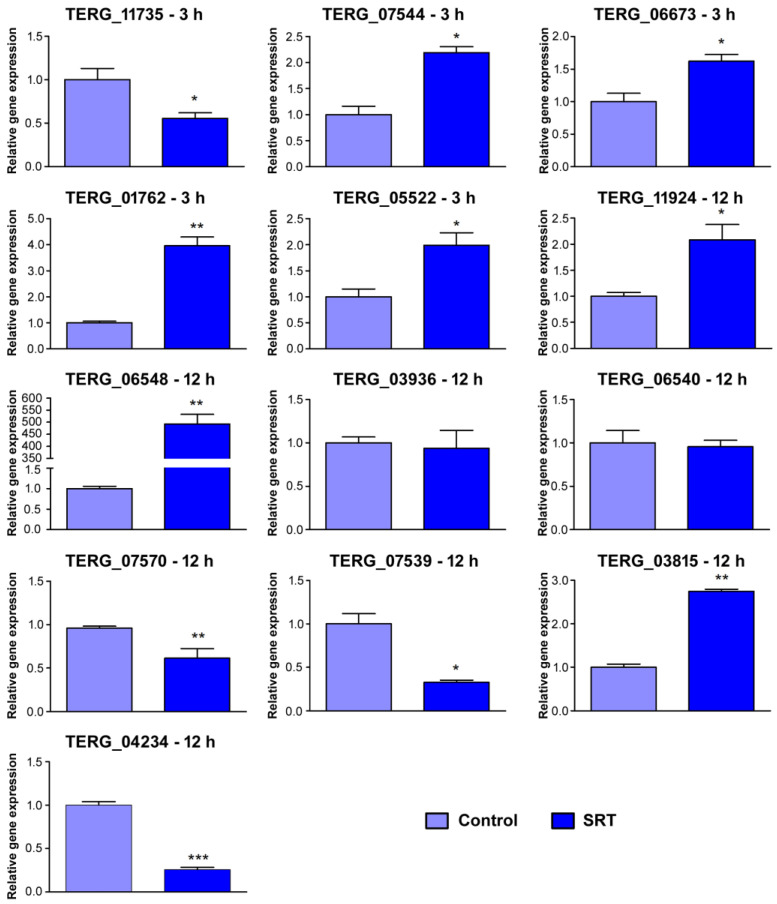
Validation by RT-qPCR of 15 genes differentially expressed in response to SRT exposure. Log2 fold change at each time point represents gene expression level changes at each time point. Expression levels are relative to the control without SRT. Asterisks indicate the statistical significance determined by the *t*-test followed by Tukey’s post-hoc test (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001). The identification of each gene is listed in Table 2.

**Figure 4:**
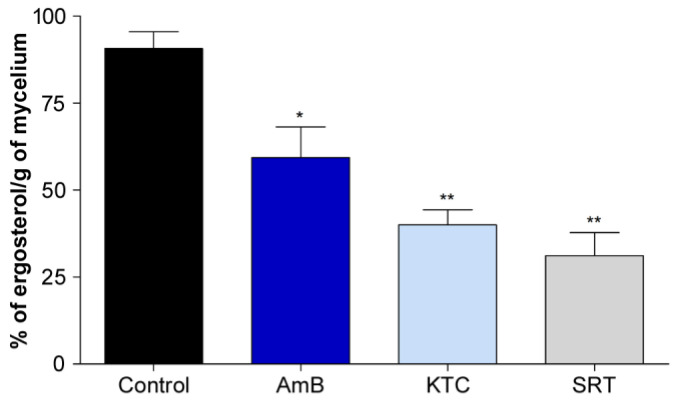
Effect of SRT on ergosterol content as a percentage of the wet weight of *T. rubrum.* Absence (negative control) and presence of amphotericin B (AMB, 1.25 µg/mL), ketoconazole (KTC, 4 µg/mL) (positive controls), and SRT (6.25 µg/mL). We tested the antifungals AMB and KTC at the minimal inhibitory concentration and the antidepressant SRT at a sub-inhibitory concentration. Asterisks represent statistical difference * *p* < 0.05 and ** *p* < 0.01 related to the control.

**Figure 5:**
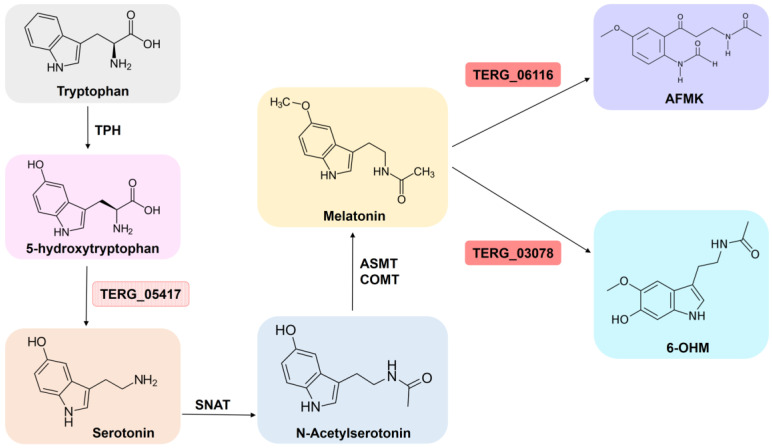
The biosynthetic pathway involved in synthesis of melatonin from tryptophan. Enzymatic steps from tryptophan to melatonin and the correlated metabolites. TPH: tryptophan hydroxylase; SNAT: serotonin N-acetyltransferase; ASMT: acetylserotonin O-methyltransferase; COMT: caffeic acid 3-O-methyltransferase; AFMK: N-acetyl-N-formyl-5-methoxykynuramine; 6-OHM: 6-hydroxymelatonin. The red genes are upregulated by *T. rubrum* in response to SRT. In pink, transcript accumulation is slightly below the log2 fold threshold (corresponding to 1.36 fold). Figure adapted from [36,37].

**Figure 6:**
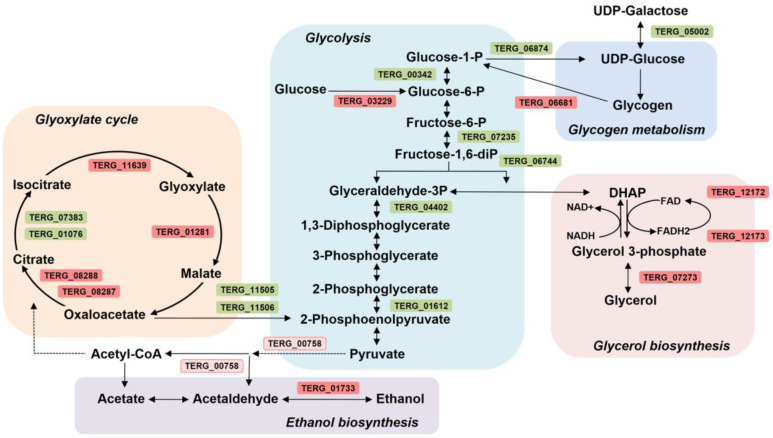
Schematic overview of the effect of SRT on the metabolism of *Trichophyton rubrum.* Genes induced (red) or repressed (green) considering log2 fold threshold ± 1.5. In pink, transcript accumulation is slightly below the log2 fold threshold (corresponding to 1.47 fold). UDP-galactose: uridine diphosphate galactose; UDP-glucose: uridine diphosphate glucose; DHAP: dihydroxyacetone phosphate.

**Table 1:** The most significantly up- or downregulated genes.

Upregulated		log_2_ (Fold Change)	
ID	Gene Product Name	3 h	12 h
TERG_06548	hypothetical protein (oxidoreductase, *M. canis*)	10.86	11.80
TERG_00785	endoplasmic reticulum vesicle protein 25	8.60	
TERG_01782	hypothetical protein	8.34	9.02
TERG_00010	amidase family protein (*T. verrucosum*)		8.72
TERG_03829	FAD binding domain-containing protein (*T. equinum*)		6.92
TERG_04952	multidrug resistance protein (*T. equinum*)	6.87	7.69
TERG_08954	hypothetical protein	6.61	
TERG_06106	sulfate permease 2 (*T. tonsurans*)		6.45
TERG_08751	ABC multidrug transporter, putative (*A. benhamiae*)	5.82	6.33
TERG_01543	S-adenosylmethionine (SAM)-dependent methyltransferase (*M. gypseum*)	5.42	7.48
TERG_08041	aminotransferase, putative (*A. benhamiae*)	5.42	
TERG_04937	alpha/beta hydrolase (*T. equinum*)	5.41	6.40
TERG_07830	hypothetical protein	5.41	8.22
**Downregulated**		**log_2_ (Fold Change)**	
**ID**	**Gene Product Name**	**3 h**	**12 h**
TERG_02653	hypothetical protein	−6.21	
TERG_02652	O-methyltransferase, putative (*T. verrucosum*)	−4.91	
TERG_04066	filamentation protein (Rhf1), putative (*T. verrucosum*)	−4.67	
TERG_02959	hypothetical protein	−4.16	
TERG_05816	hypothetical protein	−3.74	
TERG_02650	NmrA family protein (*T. equinum*)	−3.56	
TERG_12339	hypothetical protein	−3.31	
TERG_01619	toxin biosynthesis protein (Tri7), putative (*T. verrucosum*)	−3.20	
TERG_00490	erythromycin esterase (*T. tonsurans*)	−3.13	
TERG_03826	hypothetical protein	−2.77	
TERG_02959	hypothetical protein		−5.90
TERG_11536	hypothetical protein		−5.69
TERG_11771	hypothetical protein		−5.51
TERG_04742	hypothetical protein		−5.29
TERG_01148	hypothetical protein		−5.26
TERG_00490	erythromycin esterase (*T. tonsurans*)		−5.24
TERG_03919	phytoene dehydrogenase (*T. equinum*)		−5.20
TERG_01599	hypothetical protein		−4.95
TERG_12035	NB-ARC and TPR domain protein (*A. benhamiae*)		−4.87
TERG_11963	hypothetical protein		−4.79

**Table 2:** Comparison of the gene expression levels assayed by RNA sequencing and RT-qPCR.

ID	Condition	Gene Product Name	RNA-seq	RT-qPCR
TERG_11735	3 h	microtubule-associated protein (*T. tonsurans*)	−2.4	−1.41
TERG_07544	3 h	lipase (*T. tonsurans*)	2.02	1.13
TERG_06673	3 h	pachytene checkpoint component Pch2 (*T. tonsurans*)	2.0	0.70
TERG_01762	3 h	sulfite reductase (NADPH) hemoprotein beta-component	2.14	1.99
TERG_05522	3 h	lysophospholipase (*T. equinum*)	1.55	0.97
TERG_11924	12 h	ankyrin repeat protein (*T. tonsurans*)	3.85	1.06
TERG_06548	12 h	hypothetical protein (oxidoreductase, *M. canis*)	11.8	8.63
TERG_03936	12 h	CAMK protein kinase	−4.19	−0.09
TERG_06540	12 h	glutathione S-transferase (*T. tonsurans*)	−3.44	−0.07
TERG_07570	12 h	G-protein signaling regulator putative (*T. verrucosum*)	−3.47	−0.70
TERG_04234	12 h	hydrophobin putative (*T. verrucosum*)	−3.41	−1.98
TERG_07539	12 h	multidrug resistance protein (*T. tonsurans*)	−1.72	−1.61
TERG_03815	12 h	subtilisin-like protease 3	1.78	1.46

## Data Availability

We deposited RNA-sequencing (RNA-seq) data in the Gene Expression Omnibus (GEO) database under accession number GSE218521.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof9020275/s1, Supplementary Figure S1. Kinase-related genes modulated in response to SRT. Supplementary Figure S2. Transcription-factor-related genes modulated in response to SRT. Supplementary Figure S3. *Trichophyton rubrum* membrane transporter genes modulated in response to SRT. Supplementary Table S1. List of primers used in RT-qPCR assays. Supplementary Table S2. General features of RNA-seq reads mapped to the *Trichophyton rubrum* reference genome. Supplementary Table S3. *Trichophyton rubrum* genes modulated in response to SRT exposure at each time point.

How the deposited data were processed for this re-analysis (not part of the article)

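Mycelia of T. rubrum were incubated for 3 or 12 h with 70 µg/mL SRT or without it, with 3 replicates in each of the 4 groups, and RNA of the 12 samples was sequenced. The authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them to the reference genome with STAR and deposited the counts of reads per gene that STAR gives, without normalization and with 1 file per library. The log2 fold changes that the authors deposited, in 2 tables, 1 for each time, were made by the authors with DESeq2 from these counts. The p-values in the authors' deposited tables come from DESeq2's Wald test with Benjamini-Hochberg adjustment. The signal values that the authors deposited beside them are the counts divided by a size factor for each library. The paper's text does not name the software versions, the genome build, the annotation release or the strand setting, so no coordinates are given. A reference list of genes was used only for names and for which genes are neighbours. The deposited comparison tables were used for comparison with the values computed here and not as their source.

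Counts on genes ranged from 26712948 in SRT 12 h replicate III to 41691938 in control 3 h replicate II, with a median of 33890733. The 20 most counted genes held between 8.29% and 11.9% of the counts of a library. Between replicates of a group, the chi-square per degree of freedom lay between 21.0 and 119, where counting error alone gives a value near 1, so the spread between replicates, taken over all genes together, exceeded counting error. The limit given for a count of 0 is 3 counts over the group and covers counting error only.

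Groups were taken from the labels of the samples, and replicate numbers were not treated as pairs. Each time was tested on its own 6 libraries with edgeR 4.0.16 in R 4.3.3. Genes were filtered by filterByExpr at its defaults (min.count 10 and min.total.count 15), scaled by TMM, and tested two-sided with estimateDisp, the robust glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p under 0.05 and a log2 fold change of at least 1.5 in either direction. The standard errors given with log2 fold changes were derived from the test. Each is the size of the log2 fold change divided by the square root of the F statistic, and is approximate. The difference between the SRT effects at 12 and 3 h, the change over time without SRT and the change over time with SRT were tested on all 12 libraries in 1 fit with 4 groups, with the same thresholds, over 8296 genes. SRT 12 h was also compared with control 3 h in that fit, which was not among the comparisons set at the start. CPM were computed with TMM factors over the 12 libraries and are given as mean and SD, and the principal component analysis used log2 CPM with a prior count of 2.

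The pipeline was tested on simulated data with 200 changed genes at a log2 change of 2.5 in either direction. Of these, 98.5% were recovered at 3 h, 99% at 12 h, 98% for the difference between the effects and 100% for each change over time. In the comparison for the difference between the effects, 1 unchanged gene was called.

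The comparisons, the alternatives and the rule for naming genes were set before the data were examined, although the values in the paper's tables had been seen. The genes named are every gene that the paper names in its text, tables or the figures available here, the 5 with the highest and the 5 with the lowest log2 fold change at each time among the genes called with the same direction in all pairs of an SRT and a control replicate, and the 3 with the lowest adjusted p in each direction for the difference between the effects and for each change over time. TERG_02738, TERG_02841, TERG_02842, TERG_02843, TERG_02844, TERG_02845, TERG_00784, TERG_00786 and TERG_06850 fall outside this rule and were chosen after their values had been seen. Of the genes that the paper names, 112 could be looked up. At 3 h, 106 of them were tested and 57 called, and the same number was called with p-values adjusted over the list alone. At 12 h, 105 were tested and 87 called, and as many adjusted over the list alone. The paper chose these genes on the same samples, so the counts adjusted over the list alone are not independent evidence.

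The alternatives were DESeq2 1.42.0, RLE factors, upper-quartile factors, library sizes alone, no filter, a mean count of at least 50, limma-voom (limma 3.58.1), the legacy dispersion estimate of edgeR, factors computed without the 20 most counted genes, glmTreat against a log2 fold change of 1.5, all 12 libraries in 1 fit, the replicate number as a block, a log2 fold change of at least 1, an adjusted p under 0.01, and each replicate left out in turn. Pearson's r and Spearman's rho between RNA-seq and RT-qPCR were computed across genes, with 100000 permutations. Splits of the same libraries into other groups of the same sizes were counted for each comparison. Gene sets defined by words in product names were planned and not run, since no product names were available, and the counts came in 1 column per library, so no other strand could be tried. The functional categories, the totals of kinases, transcription factors and transporters, and the ergosterol assay were left out because their annotation or values were not available here. TERG_08849 was not analysed, and gene length bias was not tested.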

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

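The tests of the difference between the SRT effects and of the changes over time were set at the start, while the counts of splits, the tests of technical explanations, the rules for opposite effects and for counts in a single library, and the tests of those counts were chosen only after the results were seen, except the count of genes in excess in SRT 12 h replicate III.

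The SRT effect differed between 12 and 3 h past the thresholds in 594 genes of 8296, higher at 12 h in 195 and lower in 399 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper compares each time with its own control and does not report this test. Of 100 drawn splits of the control and of the SRT libraries between the times, the real one included, 7 gave as many calls. All 7 kept the times of the SRT libraries, whose own change over time makes calls in such splits. In the splits that changed these times, the highest number of calls was 101. The count of splits therefore does not measure the difference between the effects alone, and chance cannot be excluded by it. The tests of single genes are separate from it. For the difference between the effects, 4418 of 8296 genes reached an adjusted p under 0.05 (same edgeR test), which argues against chance for these genes as a set. With every library thinned to the smallest total, 562 of the 594 genes were still called, which argues against library size as the cause of most of them. With library sizes alone 556 were kept, which argues against the scaling. The 20 genes most counted over all libraries held at most 11.9% of the counts of a library, which argues against a few genes that take most of the counts. Gene length and reads split between near-identical genes were not tested, and the labels give no sequencing batch. A response to SRT that changes with the time of exposure stays open as the biological explanation.

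In 9 of the genes named, the SRT effects at 3 and 12 h had opposite signs, each at an adjusted p under 0.05, and the difference between them passed the thresholds. The differences on the log2 scale were −2.73 for the chitinase gene TERG_05626 and −2.93 for TERG_05625, 2.38 for TERG_08288 and 2.25 for TERG_08287 of the glyoxylate cycle, 2.91 for TERG_08528, 2.09 for TERG_05821, −4.51 for TERG_01731, −4.64 for TERG_00520 and −1.81 for TERG_02122. Each was called under all 18 settings of this comparison. These settings reuse the same libraries and are not independent evidence. TERG_08528, TERG_05821 and TERG_01731 had been named for their low adjusted p in this same comparison. TERG_00520 and TERG_02122 had been named for theirs in the changes over time without and with SRT. With library sizes alone, the smallest of them in size was still 1.73, for TERG_02122, which argues against the scaling as the cause. From 3 to 12 h the control rose by 1.31 in TERG_05626, 1.99 in TERG_05625, 3.05 in TERG_01731 and 3.50 in TERG_00520, and fell by 0.73 in TERG_08288, 0.78 in TERG_08287, 1.10 in TERG_08528 and 0.90 in TERG_05821, each at an adjusted p under 0.05, so part of the difference lies in the control in these 8 genes. In TERG_02122 the control fell by 0.86, which goes against the difference. Other technical explanations were not tested for these genes, and neither was a biological one.

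Between 3 and 12 h, 174 genes changed in the control without SRT, 77 higher and 97 lower at 12 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper does not report this comparison. With every library thinned to the smallest total, 160 of the 174 were still called, and with library sizes alone 165, so the tables argue against library size and scaling. The share of at most 11.9% held by the 20 most counted genes argues against a few genes that take most of the counts here as well. In a fit of the 6 control libraries alone, 167 genes were called. Only 1 of the 10 splits of these libraries, the real one, gave as many, and the other splits gave 0 calls. With 3 against 3 the share is never under 0.1, so chance cannot be excluded by this count alone. In the fit of all 12 libraries, 3875 of 8296 genes changed in the control at an adjusted p under 0.05 (same edgeR test). This number argues against chance for these genes as a set. The time in the fresh medium differs between the groups by design and stays open, and so does any difference in handling between the times, which cannot be told apart from it.

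In 3 genes, 1 library had at least 50 counts and at least 10 times the next highest of the 12 libraries. TERG_02842 had a count of 15898 in control 3 h replicate II and at most 480 in any other library, and TERG_02844 a count of 20717 and at most 1150. Neither gene was called at 3 h, with log2 fold changes of −3.50 and −2.49 (adjusted p = 0.15 and 0.23, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The total of that library was 1.01 times the median of control 3 h, which argues against depth. Its mean correlation with the other control 3 h libraries was higher by 0.0249 than with any other group, which argues against a mislabelled library. The gene between them, TERG_02843, was also in excess there, 14.4-fold over the higher of the other control 3 h replicates with a count of 1865, while TERG_02841 was 1.93-fold and TERG_02845 1.22-fold, which argues against an artefact of a single gene model. These 3 genes were the only ones at 8 times or more the higher of the other control 3 h replicates with at least 50 counts. Material of another culture in that library cannot be told apart from a change in the culture itself, since a small share of a culture with very high levels of these genes would also leave few genes in excess. No biological explanation was tested.

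TERG_02738 had a count of 170 in SRT 12 h replicate III and no count in the other 11 libraries. The authors' deposited table gives a log2 fold change of 21.73 at 12 h for it, without an adjusted p. The total of that library was 0.857 times the median of SRT 12 h, which argues against depth, and its mean correlation was higher by 0.0890 with its own group than with any other, which argues against a mislabelled library. It was the only gene (1) at 8 times or more the higher of the other SRT 12 h replicates with at least 50 counts. A count of 1 argues against material that would bring many abundant genes in excess. A small share of a culture with a very high level of this gene would also leave few genes in excess. Such material of another culture or organism cannot be told apart from expression in the sampled culture, and no biological explanation was tested.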

How the results depend on the processing

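At 3 h more genes were called upregulated than downregulated under every alternative, and the numbers of genes called changed by less than a factor of 1.5 under DESeq2, RLE factors, upper-quartile factors, library sizes alone, no filter, a mean count of at least 50, limma-voom, the legacy dispersion estimate, all 12 libraries in 1 fit, the replicate block and an adjusted p under 0.01, where each was run. Leaving the 20 most counted genes out of the factors moved the median log2 fold change by only −0.0068 at 3 h and −0.0052 at 12 h, so it is no test of stability. The alternatives that moved them more concern the fold change threshold itself. With glmTreat against 1.5, which asks for evidence that the change exceeds the threshold, 229 genes were called at 3 h, 205 upregulated and 24 downregulated, 163 at both times and 66 at 3 h only, with 1070 at 12 h. At a log2 fold change of at least 1, which admits more genes by construction, 1342 were called at 3 h (973 upregulated and 369 downregulated), 2799 at 12 h (1404 and 1395), 1019 at both times, 3122 at either, 323 at 3 h only and 1780 at 12 h only.

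With each replicate left out in turn, between 507 and 559 genes were called at 3 h, 1439 and 1644 at 12 h, 358 and 376 at both times and 1604 and 1799 at either. The difference between the effects had 529 to 645 calls, the change over time without SRT 165 to 199 and with SRT 520 to 685, and of the genes that the paper names, 96 to 102 were called in its direction at either time. No single replicate moved any of these by over 1.5 times.

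Whether more genes were up- or downregulated at 12 h depended on the processing. The main counts were 766 and 771, and upregulated genes were the more numerous with library sizes alone, where the median of all genes moved by 0.21 on the log2 scale, with all 12 libraries in 1 fit, with glmTreat, at a log2 fold change of at least 1 and without SRT 12 h replicate III (726 and 713). The cause was not tested.

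The labels give the same replicate numbers to all groups. Deviations of libraries with the same number from their group means had correlations of 0.382, 0.00458 and 0.352 at 3 h for replicates I, II and III. At 12 h they were −0.0237, −0.0129 and 0.0241. The values at 3 h leave an effect shared by replicate number open for I and III. The numbers were not taken as pairs because the paper's methods state no pairing. With the replicate block, 530 genes were called at 3 h, 1539 at 12 h, 370 at both times and 1699 at either, 596 for the difference between the effects, and 172 and 576 for the changes over time without and with SRT.

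For the genes named, 245 values at a time were compared over the settings. Of these, 168 kept their call under every setting. Of 4886 comparisons, 88 lost a call and 79 gained one, of which glmTreat lost 44, a log2 fold change of at least 1 gained 33, and library sizes alone lost 13 and gained 6. No value changed sign at an adjusted p under 0.05. The sign alone changed in 20, all of them with a main log2 fold change of at most 0.18 in size and none of them called. Of 157 called values, 143 kept their call with each replicate left out. In 13 of the others the log2 fold change fell under the threshold, and these values are given with the genes. The other is TERG_05816 at 12 h, −1.94 (standard error 0.49), which was −1.79 without SRT 12 h replicate III and no longer passed the adjusted p. The correlation with RT-qPCR was 0.934, and 0.917 with DESeq2, 0.921 without the filter, 0.788 without TERG_06548 and 0.844 without the 2 genes farthest from the median.

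The gene sets and their alternatives (fry, an estimated correlation, sets without called genes and left-out replicates) were not run, since no product names were available, and the other strand could not be tried with 1 column of counts. Depth limits the genes removed by the filter, among them TERG_11771 and TERG_12035, for which only lower bounds can be given.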

Differences from the paper's values

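Of the values that the paper states, 49 log2 fold changes of its tables and text, the numbers of modulated genes and the correlation with RT-qPCR were compared with the values computed here. A log2 fold change was taken to differ where its sign changed or the difference exceeded the approximate standard error derived from the F statistic. A number of genes was taken to differ where it was over 1.5 times the other, and the correlation only where its sign changed. By these rules none differed, although the numbers are not equal. Here 161 genes were called at 3 h only, 1169 at 12 h only and 1698 at either time, and the paper gives 169, 1197 and 1738. The correlation was 0.934 over the 11 genes tested, where the paper gives over 0.92, and 0.917 with DESeq2 over the 13 genes of Table 2. The Results speak of 15 genes chosen, so the paper's value may cover other genes than those of Table 2, and 0.917 cannot be set against it with certainty. The largest difference between log2 fold changes was 0.24. With DESeq2, the numbers computed here equal those of the paper and of the authors' deposited tables, 541 genes at 3 h and 1569 at 12 h, of which 523 and 1520 were also called by edgeR.

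The Results state that the transcription factor genes TERG_02532, TERG_01042 and TERG_05497 are among those mainly repressed at 12 h, with transcripts that accumulate over time. Here all 3 were upregulated at both times, and at 12 h the log2 fold changes were 4.91, 2.92 and 2.78. The Discussion states that genes of transcriptional regulation, when modulated, were mainly induced, which is the direction of these 3 genes here.

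The Discussion states that thioredoxin transcripts rose, whereas the Results state that TERG_05849 was downregulated. Here TERG_05849 had a log2 fold change of −2.66 at 12 h.

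Of the 7 ergosterol genes that the paper lists as downregulated at 12 h, 6 were called here. TERG_04382 was at −1.49 and not called. It was called with DESeq2 (−1.50), RLE factors, upper-quartile factors, at a log2 fold change of at least 1, and without control 12 h replicate I (−1.52), control 12 h replicate II (−1.52) or SRT 12 h replicate II (−1.52).

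The paper lists TERG_00785 among the most induced genes at 3 h, TERG_11771 and TERG_12035 among the most repressed at 12 h, TERG_11735 at 3 h and TERG_11924 at 12 h in Table 2, and TERG_01406 as modulated. These genes were removed here by the filter on low counts at those times. Without the filter they were called, with log2 fold changes of 8.48 for TERG_00785, −2.45 for TERG_11735, 3.56 for TERG_11924 and −3.83 for TERG_01406, and TERG_11771 and TERG_12035 were called too, but with a count of 0 in SRT 12 h their fitted values are no measure of size. With DESeq2 all 6 were called. TERG_01406 had 0.338 CPM in control 12 h and 0.0200 CPM in SRT 12 h.

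The paper states that downregulated genes were the more numerous at 12 h. Here the counts were 771 downregulated and 766 upregulated, and this direction turned with library sizes alone, with all 12 libraries in 1 fit, with glmTreat against 1.5, at a log2 fold change of at least 1 and without SRT 12 h replicate III (726 upregulated and 713 downregulated).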

Other observations

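The tests of SRT against control at each time and of the changes over time were set at the start, while the comparison of SRT 12 h with control 3 h, the counts of splits, the simulations, the comparison of the RT-qPCR values with a reference gene, the tests of the counts of TERG_00785 and the test of neighbouring genes were chosen only after the results they address had been seen.

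The calls of SRT against control were weighed against other splits of the same 6 libraries. At 3 h only 1 of the 10 splits, the real one, gave as many calls, at 12 h also only 1 of 10, and over time with SRT, where 566 genes were called in a fit of the 6 SRT libraries, again only 1 of 10. The other splits gave 0 calls in each comparison. With 3 against 3 the share is never under 0.1, so chance cannot be excluded by these counts alone. The tests of single genes are separate from them. An adjusted p under 0.05 was reached by 5093 of 8259 genes at 3 h and 6600 of 8207 at 12 h. Over time with SRT, in the fit of all 12 libraries, 5863 of 8296 genes reached it (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These numbers argue against chance for these genes as a set.

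Of the 771 genes called lower with SRT at 12 h, 258 (33.5%) rose in the control from 3 to 12 h at an adjusted p under 0.05, and of the 766 called higher, 235 (30.7%) fell (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both comparisons share the control 12 h libraries, so chance values of these libraries could make such genes. Of all 8296 genes tested, 3875 changed in the control at that threshold, 1920 (23.1%) higher and 1955 (23.6%) lower. In 20 simulations that kept the shared libraries and placed the changes of the control at random among the genes, a median of 166.5 genes called lower rose in the control, at most 199, and a median of 168 called higher fell, at most 191, which argues against chance values of these libraries as the whole cause. This simulation replaced earlier ones with 1 control level at both times after their values had been seen, since the control did change in many genes. Between SRT 12 h and control 3 h, 213 of the 771 (27.6%) and 173 of the 766 (22.6%) were not called. Part of the SRT effect at 12 h may therefore rest on changes that the control made and the SRT cultures did not, a hypothesis found and tested on the same data.

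The 5 glycolysis genes of Figure 6 that were called lower with SRT at 12 h were also lower in SRT 12 h than in control 3 h, all 5 at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes of −1.42 for TERG_00342, −2.27 for TERG_07235, −1.19 for TERG_06744, −0.59 for TERG_04402 and −0.84 for TERG_01612. Of these, only TERG_07235 passed 1.5. A rise of the control between the times as the whole cause of their lower level is therefore argued against, while it may account for part of it in TERG_04402, TERG_01612 and TERG_00342, whose controls rose by 1.06, 0.80 and 0.53, each at an adjusted p under 0.05. In TERG_06744 the rise was 0.41 (adjusted p = 0.085, same edgeR test), and TERG_07235 did not rise (−0.13).

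At 12 h, 8 genes of Table 2 were measured by RT-qPCR. The RT-qPCR value lay above the RNA-seq value (DESeq2) in 5 of them and below it in 3, between −3.17 and 4.10 on the log2 scale. The paper used gapdh and rpb2 as references. If TERG_04402, taken as gapdh from its place in Figure 6, were the only reference, its lower level with SRT would raise every RT-qPCR value by 1.70. Of the 3 genes below the RNA-seq value, TERG_06548 had at most 18 counts in a control library and TERG_11924 at most 1 in a control 12 h library, both near the floor. Among the 5 genes with a mean of at least 1 CPM in both groups the lowest value was −0.29, for TERG_03815, and the highest 3.37. A lower reference as the whole cause cannot be told apart from other causes, since the genes are few and Table 2 gives no errors for the RT-qPCR values. The smaller size of the RT-qPCR values has no explanation tested here.

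TERG_00785 had at most 2 counts in 5 libraries and at least 454 in the others, and the SRT groups held libraries of both kinds. It was counted at 683 or more in control 12 h, which argues against a presence set by SRT alone. Its neighbours TERG_00784 and TERG_00786 had at least 1702 counts in every library, which argues against low depth. TERG_06548 had at least 14435 counts in every SRT library and at most 18 in any control, which argues against an exchange of SRT and control libraries. Reads counted on another copy of the gene in some libraries cannot be told apart from expression. The most negative correlation across the 12 libraries was −0.865, with TERG_06850, the lowest among 7798 genes with a mean count of at least 50, and 12 libraries are too few to tell such a value from the lowest of so many. A second search over fewer genes replaced a first over all genes, which had given another gene. Within a group, only TERG_02842, TERG_02844, TERG_00785 and TERG_02738 of all genes had a replicate with at least 50 counts and at least 20 times the lowest replicate's count plus 1.

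Genes called in the same direction were often neighbours. At 3 h, 50 pairs of consecutive genes were called in the same direction, where 10000 random placements of the calls gave a mean of 17.3 and at most 34, and at 12 h 180 pairs, where they gave a mean of 103 and at most 139 (permutation test, p = 0.0001 at each time, the smallest that these permutations can give, over 6327 pairs among 7390 genes). Chance placement is therefore argued against. Reads running over from a neighbour, duplicated genes and shared regulation were not tested and stay open.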
